A study of Mus musculus with 30 samples.

How the data were processed

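RNA was sequenced from brain, kidney, liver, muscle and spleen of adult C57BL/6 mice, with 3 wild-type (WT) and 3 Ctcf heterozygous libraries per tissue and 30 libraries in all. Per the labels' protocols, total RNA was extracted with TRIzol, cleared of DNA and made into libraries by a standard Illumina procedure. The deposited values are raw fragment counts per gene, in 1 table per tissue, made by the authors with featureCounts 1.5.0-p3 on alignments from an intron retention pipeline (IRFinder), per the file headers. The annotation was Ensembl release 86 of GRCm38, fragments were assigned to exons without regard to strand, and fragments that aligned to several places or overlapped several genes were left out, as the command in the file headers sets. The aligner version, the read length and any trimming are not stated in the headers or labels. Because of that counting, genes whose exons overlap another gene on either strand, and members of families with near-identical sequence, lose fragments or can receive each other's fragments, and their values are uncertain.

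Each table held 48709 genes. Symbols were matched by gene identifier for 48349 of them, 63 symbols were shared by several genes, and 12183 genes had 0 counts in all 30 libraries. No entry lacked a gene. Coordinates are those of the deposited tables on GRCm38. Libraries were assigned to tissue, genotype and replicate number from their titles. Total counts ranged from 49.8 M to 131.6 M per library. A count of 0 allows a level of up to 3 counts, which is 0.0228 to 0.0602 CPM in the brain libraries and lies between those limits in the other tissues. This floor covers counting error only, since the fragments carried no molecular identifiers. Within each group the replicates were compared by a chi-square statistic over genes with at least 50 counts summed over the pair. The statistic per degree of freedom was 15.4 to 640 over the 30 pairs, so no pair differed by as little as sampling noise and none was merged.

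Counts were analysed with R 4.3.3 and edgeR 4.0.16. In each tissue the 6 libraries were fitted alone: genes were filtered with filterByExpr on the groups, libraries were scaled by TMM, and the genotype effect was tested with the quasi-likelihood F-test and Benjamini-Hochberg adjustment over the genes tested in that tissue. A gene is called when its adjusted p is under 0.05. Levels are TMM-scaled CPM (counts scaled to a library of 1 M), given as mean ± SD (n = 3). Log2 fold changes are heterozygous over WT, with the standard error (SE) of the fitted coefficient. Where all 3 libraries of a group held 3 counts or fewer, only a lower bound of the fold is given, against 3 counts. A fit of all 30 libraries with tissue, genotype and their interaction tested whether the genotype effect differed between tissues, and a fit with tissue and genotype tested an effect shared by tissues. Single levels were compared with a 2-sided exact permutation test, which with 3 against 3 libraries cannot give a p below 0.1. In each tissue 3 gene lists were tested with camera from limma 3.58.1 at its preset correlation of 0.01, adjusted over the 15 tests: 115 splicing factor genes, 56 clustered protocadherin genes and 35 imprinted genes. Principal components were taken from the 500 most variable genes on log2 CPM with a prior count of 2.

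The comparisons, tests, gene lists, most alternatives and the rule for naming genes were chosen before the data were examined. Under that rule the text names Ctcf in every tissue. In each tissue it names up to 5 called genes with the largest absolute log2 fold change, provided that the groups did not overlap and the mean was at least 1 CPM, leaving out unnamed gene models and pseudogenes. Of the genes called in several tissues it names up to 5. It also names the 3 with the smallest p in the interaction test and in the shared-effect test, and up to 5 members of each list and tissue that pass when adjusted over the list alone. Any other gene is stated to have been chosen after its values were seen.

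The alternatives were DESeq2 1.42.0 with its own size factors, edgeR with DESeq2 size factors or with total counts, limma-voom, looser and stricter filters on low counts, a fold change minimum, a fit of all 30 libraries in place of 6, the replicate number as a block, and leaving out each library or each tissue. For the gene lists they were fry and camera with an estimated correlation. For the shared effect they were the mouse as a random effect and 1 mean per mouse, where libraries of the same genotype and number were taken as 1 mouse, which the labels do not state. The labels number the replicates 1 to 3 in both genotypes. Whether these numbers pair libraries was checked by correlating deviations from the group means across genes. WT and heterozygous libraries of the same number had r of 0.207, 0.383 and 0.537 in brain and 0.209, 0.190 and 0.212 in kidney, all above 0.1, so blocked results are given beside the others in these tissues. The pairing rests on these correlations alone, as no label names a litter, batch or day. They were not set beside those of differently numbered WT and heterozygous libraries. The cut of 0.1 is thus a working rule, and pairing is not established. In liver, muscle and spleen at least 1 of the 3 pairs had r below 0.1. Transcripts specific to a tissue were defined after the data were seen, as genes with a mean of at least 50 CPM there and at least 1000 times the level in the lowest library of each other tissue. They numbered 175 for brain, 59 for kidney, 111 for liver, 51 for muscle and 25 for spleen, and the level of a tissue's transcripts in a library of another tissue is the median over the 20 most abundant of them, in ppm of their level at the source. Retained introns were not analysed here, because counts over exons summed to genes cannot show them.

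The edgeR tests per tissue, of the interaction and of the shared effect were first tested on simulated data drawn from the means, dispersions and library sizes of these libraries, with 200 genes changed. Camera at its preset correlation, and DESeq2, limma-voom, the other size factors, the 10-count filter and the replicate block, were tested on simulated brain libraries only. The permutation test, fry, camera with an estimated correlation, the fits by mouse and the fit of all 30 libraries per tissue were not. At a change of 1 on the log2 scale the tissue test recovered 140 of 200 genes in brain, 112 in kidney, 95 in liver, 114 in muscle and 0 in spleen. False calls made up 10.8%, 11.8%, 5.94% and 5.79% of the calls in brain, kidney, liver and muscle. At a change of 3 it recovered 194, 194, 197, 192 and 176 genes. With no gene changed it made 1 false call in brain, 6 in kidney and 0 in liver, muscle and spleen. In the brain simulation, with a change of 1, the share of false calls was 24.4% for DESeq2 and 17.1% for the replicate block. The interaction test recovered 59 of 200 genes with 21 false calls, 26.3% of its calls, and made 19 false calls with no gene changed. The shared-effect test recovered 199 of 200 with 6 false calls, and 0 with no gene changed. The 200 genes changed in 1 tissue were left out of that score, so they could not count as false calls. Both joint simulations drew only genes that passed the filter in all 5 tissues. The interaction test thus covered 12996 genes there, beside 24262 in the real data, and these shares do not cover genes restricted to some tissues. Simulated libraries of 1 mouse were independent, so these shares do not cover resemblance between tissues of a mouse.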

Results

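The effect of losing 1 copy of Ctcf on gene expression was measured in 5 tissues of adult C57BL/6 mice. Ctcf encodes a zinc-finger protein that binds DNA and takes part in chromatin looping. The heterozygous mice carry 1 functional copy. RNA-seq counts per gene covered brain, kidney, liver, muscle (quadriceps) and spleen, with 3 WT and 3 heterozygous libraries in each. The series asks how Ctcf dosage relates to intron retention in different tissues. The counts used here cover exons only, so the comparisons below concern gene expression, and intron retention was not analysed here.

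Median depth was 70.6 M counts per library in brain, 93.3 M in kidney, 66.8 M in liver, 97.0 M in muscle and 87.4 M in spleen. The range was 49.8 M in the WT brain library of replicate 3 to 131.6 M in the heterozygous brain library of replicate 2. The 10 most abundant genes took 5.28% to 7.00% of the counts in brain, 11.8% to 12.97% in kidney, 21.99% to 24.5% in liver, 27.2% to 30.6% in muscle and 5.79% to 11.4% in spleen. Spread between replicates differed by tissue. The common biological coefficient of variation was 0.121 in brain, 0.185 in kidney, 0.228 in liver, 0.201 in muscle and 0.332 in spleen.

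Libraries separated by tissue. The first 4 principal components of all 30 libraries held 52.3%, 19.9%, 14.9% and 11.4% of the variance of the 500 most variable genes. Tissue accounted for 95.6% to 99.2% of the variance of each of these components, and genotype for at most 0.149%. Taking all 24262 genes that passed the filter moved the share of the first component most, to 35.8%. Within a tissue, genotype held 14.7% of the total sum of squares in brain, 21.6% in kidney, 20.7% in liver, 31.8% in muscle and 21.5% in spleen, where a grouping without effect would hold 20% on average. Only in muscle did none of the other 9 ways of splitting the 6 libraries 3 against 3 hold as large a share. Single components within a tissue aligned more closely with genotype. Over the 500 most variable genes, genotype accounted for 87.0% of the first component in muscle (53.7% of the variance), 98.8% of the second in spleen (37.9%), 97.4% of the second in liver (21.5%) and 33.3% of the second in kidney (22.6%). In brain it accounted for at most 13.9% of either. Over all genes these shares were 94.8% in muscle, 92.8% in spleen, 42.6% in liver and 93.9% in kidney, and at most 22.9% in brain.

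The level of Ctcf itself checks the genotype labels. Ctcf (ENSMUSG00000005698, GRCm38 chromosome 8, 105636568 to 105682922, plus strand) has exons that overlap those of Agrp and Gm5914, and fragments in the overlap were not counted. In brain it fell from 68.8 ± 2.68 CPM in WT to 42.7 ± 1.74 CPM in heterozygous libraries (SD, n = 3), which is 62.1% of the WT level. The log2 fold change was -0.69 (SE 0.06, edgeR adjusted p 0.0259). In kidney the level went from 60.0 ± 3.36 to 36.8 ± 3.51 CPM, with a log2 fold change of -0.70 (SE 0.10, adjusted p 0.107). In liver it went from 26.6 ± 0.776 to 16.9 ± 3.17 CPM, -0.66 on the log2 scale (SE 0.15, adjusted p 0.543). In muscle it went from 31.9 ± 2.53 to 21.4 ± 2.11 CPM, -0.57 (SE 0.11, adjusted p 0.2497). In spleen it went from 200.2 ± 26.6 to 130.7 ± 24.4 CPM, -0.62 (SE 0.19, adjusted p 0.914). In each of the 5 tissues all 3 heterozygous libraries lay below all 3 WT libraries, with an exact permutation p of 0.1, the smallest that 3 against 3 libraries can give. Scaled by total counts alone, the spleen groups overlapped: the lowest WT library was at 155 CPM and the highest heterozygous library at 165 CPM (exact permutation p 0.2).

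Adjusted over all genes tested, the fall of Ctcf passed the threshold in brain only. Over the 5 tissues as a list of their own it passed in all 5, with a largest adjusted p of 0.0156. The alternative that moved the brain result most was the fit of all 30 libraries, with a log2 fold change of -0.62 and an adjusted p of 1, and the adjusted p ranged from 1.09e-14 to 1 over the 9 alternatives. Each of the 6 brain fits that left out 1 library also lost the call, with adjusted p from 0.1005 to 0.292. In kidney, where all 3 same-numbered pairs had r above 0.1, the blocked fit gave -0.71 with an adjusted p of 0.0440. Leaving out the heterozygous kidney library of replicate 3 gave -0.63 with an adjusted p of 0.0364. DESeq2 called Ctcf in kidney (adjusted p 9.78e-07) and muscle (adjusted p 0.00724). The fit of all 30 libraries gave an adjusted p of 0.0219 in spleen.

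**Figure D1:**
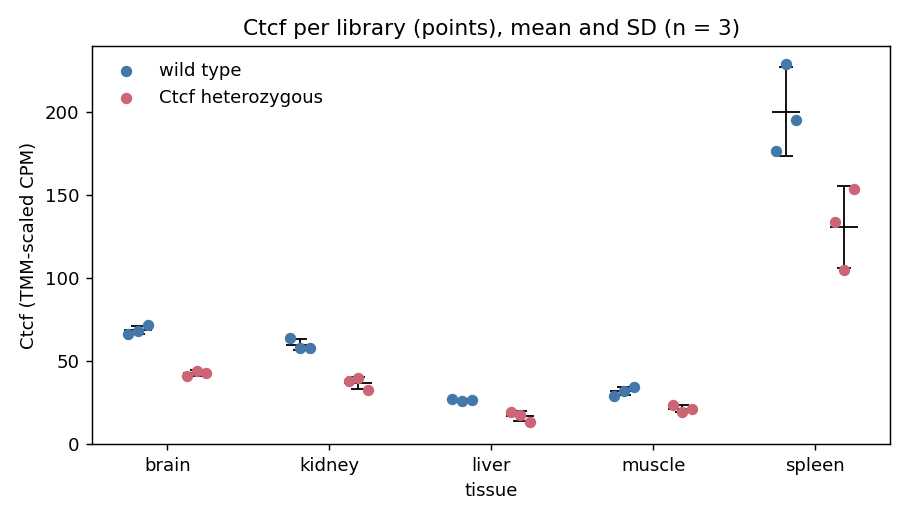
Ctcf level in TMM-scaled CPM (vertical axis) in WT and heterozygous libraries of 5 tissues (horizontal axis), with 1 point per library and bars for the mean and SD of 3 libraries. In every tissue the heterozygous points lie below the WT points, at 62.1% of the WT mean in brain and 65.3% in spleen.

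Few genes were called in any tissue but spleen. Of 19166 genes tested in brain, 3 were called, 2 higher and 1 lower in heterozygous libraries. In kidney the count was 4 of 18937 (2 higher, 2 lower), in liver 3 of 15584 (2 higher, 1 lower), in muscle 4 of 16064 (2 higher, 2 lower) and in spleen 45 of 18615 (11 higher, 34 lower). At an unadjusted p under 0.05 there were 567, 1219, 710, 1036 and 656 genes in the same order of tissues, which is 2.96%, 6.44%, 4.56%, 6.45% and 3.52% of the genes tested. The share of genes whose groups did not overlap was 7.83% in brain, 11.4% in kidney, 8.99% in liver, 12.2% in muscle and 6.64% in spleen, beside the 10% that chance gives. In simulated libraries with no gene changed the same test made 1 call in brain, 6 in kidney and 0 in liver, muscle and spleen. By number alone, the 4 calls in kidney are thus no more than the false calls of that simulation. No other split of the real kidney libraries 3 against 3 gave a call. The kidney calls of Carmil2 and Epdr1 held in each of the 6 fits with 1 library left out, while that of Fst was lost in 5.

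The counts depended on the method. DESeq2 called 27 genes in brain (13 higher, 14 lower), 182 in kidney (107 higher, 75 lower), 68 in liver (44 higher, 24 lower), 185 in muscle (107 higher, 78 lower) and 188 in spleen (96 higher, 92 lower), the largest change of any alternative in brain, kidney and liver. The fit of all 30 libraries moved muscle and spleen most, to 229 genes (85 higher, 144 lower) and 250 genes (169 higher, 81 lower), so that most spleen calls were then higher. Scaled by total counts alone, the calls split into 1 higher and 2 lower in kidney, 2 higher and 0 lower in liver, and 2 higher and 1 lower in muscle. With the replicate number as a block, brain had 22 called genes (12 higher, 10 lower) and kidney 21 (13 higher, 8 lower). Without the heterozygous library of replicate 3, kidney had 56 called genes (9 higher, 47 lower) and liver 17 (13 higher, 4 lower). Kidney also had 9 without heterozygous replicate 1, and liver 1 without heterozygous replicate 1 or 2. The brain count was 0 without WT replicate 1 or heterozygous replicate 1 or 2, with 363, 403 and 375 genes at an unadjusted p under 0.05, and 1 without any of the other 3 libraries. In muscle each fit with 1 library left out called 1 or 2 genes, with 1 for WT replicate 1, WT replicate 3 and heterozygous replicate 1. In spleen it was 0 without WT replicate 1, 2 or 3, with 678, 515 and 593 genes at an unadjusted p under 0.05, then 1 without heterozygous replicate 1 or 3, and 29 without heterozygous replicate 2.

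Carmil2 was called in brain, kidney, liver and muscle. This gene (ENSMUSG00000050357, chromosome 8, 105686274 to 105698187, plus strand) begins 3351 bp after the end of Ctcf, and its exons overlap those of Acd but share 0 bases with those of Ctcf. In brain its level rose from 37.8 ± 4.21 to 104.6 ± 9.27 CPM, a log2 fold change of 1.47 (SE 0.10, adjusted p 0.00773). In kidney it rose from 1.04 ± 0.438 to 42.4 ± 6.15 CPM, 5.34 on the log2 scale (SE 0.28, adjusted p 5.56e-04). In liver it rose from 0.640 ± 0.283 to 25.1 ± 0.846 CPM, 5.30 (SE 0.30, adjusted p 0.00113). In muscle it rose from 0.0822 ± 0.0413 to 16.6 ± 0.787 CPM, 7.61 (SE 0.26, adjusted p 2.82e-05). In spleen the rise from 146 ± 21.6 to 259 ± 23.2 CPM, 0.82 on the log2 scale (SE 0.17), had an adjusted p of 0.248. Of the alternatives only DESeq2 called Carmil2 in spleen, with an adjusted p of 0.0234 (range over the 9 alternatives 0.0234 to 0.9999). All 3 heterozygous libraries lay above all 3 WT libraries in each tissue. The calls in kidney, liver and muscle held in each of the 6 fits that left out 1 library. The call of Carmil2 in brain was lost without WT replicate 1 (adjusted p 0.204), heterozygous replicate 1 (0.0603) or heterozygous replicate 2 (0.0850).

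**Figure D2:**
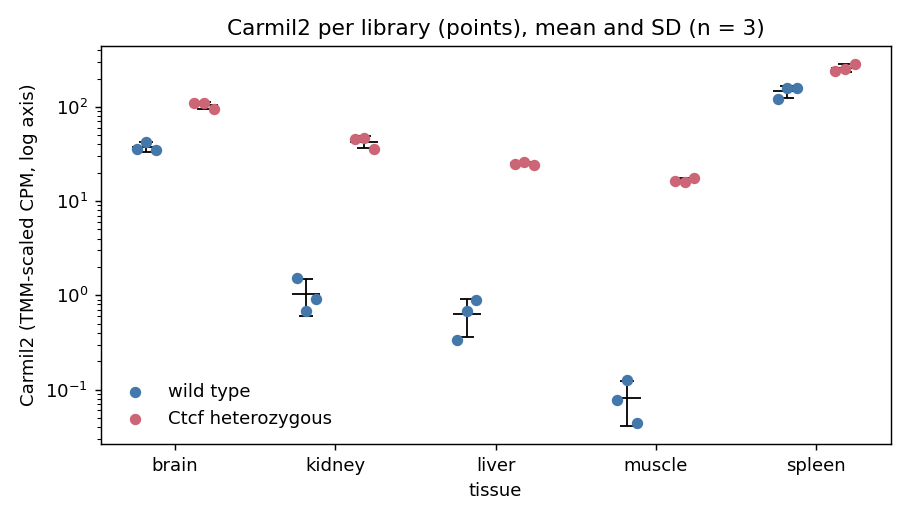
Carmil2 level in TMM-scaled CPM on a log axis (vertical) in WT and heterozygous libraries of 5 tissues (horizontal), with 1 point per library and bars for the mean and SD of 3 libraries. Heterozygous points lie above WT points in every tissue, from means of 0.0822 against 16.6 CPM in muscle to 146 against 259 CPM in spleen.

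**Figure D3:**
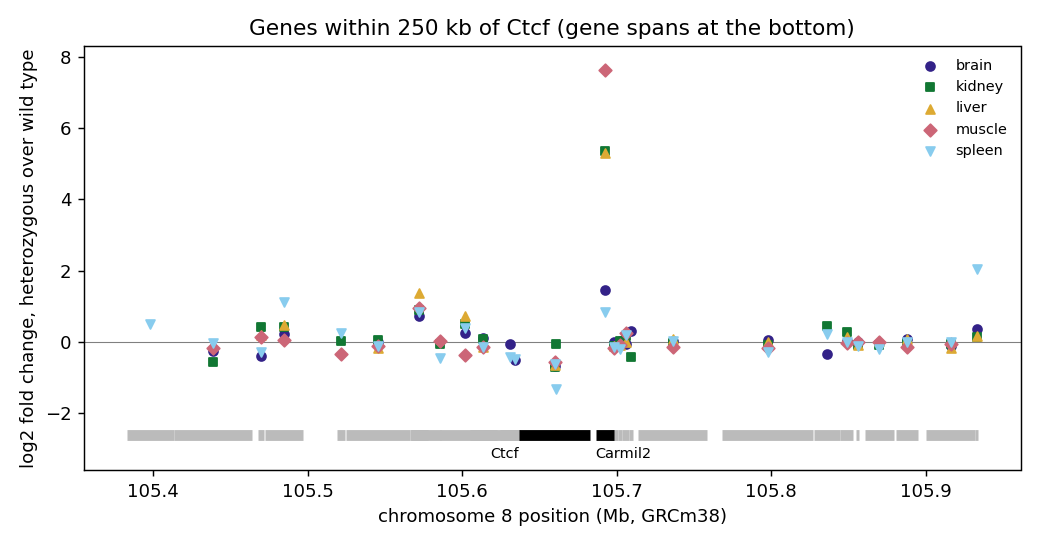
Log2 fold change of heterozygous over WT (vertical axis) of the 28 tested genes within 250 kb of Ctcf, by position on chromosome 8 of GRCm38 in Mb (horizontal axis), with 1 colour and marker per tissue and gene spans drawn along the bottom. Carmil2 lies between 0.82 and 7.61 and Ctcf between -0.70 and -0.57 on the log2 scale.

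The other called genes in brain were Ctcf and Pcdhgb4. Pcdhgb4 (ENSMUSG00000103585, chromosome 18, 37720369 to 37841870, plus strand) rose from 4.05 ± 0.0907 to 8.78 ± 0.532 CPM, a log2 fold change of 1.12 (SE 0.10, adjusted p 0.0255), with all 3 heterozygous libraries above all WT libraries. Its exons overlap those of many other gamma protocadherin genes, so its count covers only the part of the gene that is not shared and is uncertain. Each of the 6 fits with 1 library left out lost the call of Pcdhgb4 in brain, with adjusted p from 0.1005 to 0.292, and so did the fit of all 30 libraries, with an adjusted p of 1 (range over 9 alternatives 7.22e-17 to 1).

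In kidney, Epdr1 (ENSMUSG00000002808, chromosome 13, 19591709 to 19619830, minus strand) fell from 13.5 ± 1.52 to 2.50 ± 0.193 CPM, -2.44 on the log2 scale (SE 0.14, adjusted p 5.59e-04), and was called in each fit with 1 library left out. Fst (ENSMUSG00000021765, chromosome 13, 114452262 to 114458730, minus strand) rose from 7.77 ± 1.06 to 18.2 ± 1.72 CPM, 1.23 (SE 0.13, adjusted p 0.0486), and was called in only 1 of those 6 fits, the one without heterozygous replicate 3 (adjusted p 0.0264). The call of Fst in kidney was also lost with total-count scaling (adjusted p 0.0891), with 10 counts required in every library (0.0554) and in the fit of all 30 libraries (0.488), within a range of 7.80e-14 to 0.488 over 9 alternatives. The remaining kidney call, 5830444B04Rik, lies outside the naming rule and was chosen after its values were seen. This gene model (ENSMUSG00000084803, chromosome 4, 155398763 to 155421704, minus strand), whose exons overlap those of Cfap74, fell from 2.55 ± 0.818 to 0.0394 ± 0.00993 CPM in kidney (log2 fold change -5.96, SE 0.39, adjusted p 0.00121). In muscle it fell from 0.826 ± 0.0836 to 0.110 ± 0.00437 CPM (-2.89, SE 0.29, adjusted p 0.0334). In spleen it went from 6.93 ± 3.66 to 0.749 ± 0.303 CPM (-3.21, SE 0.51), with an adjusted p of 0.0933. In these 3 tissues all 3 heterozygous libraries lay below all 3 WT libraries. DESeq2, the 1-count filter and the fit of all 30 libraries called it in spleen, within a range of adjusted p of 4.62e-09 to 0.9999 over 9 alternatives. Its effect shared by tissues was -2.98 on the log2 scale (SE 0.45, adjusted p 9.11e-04). The kidney call held in each fit with 1 library left out, and the call of 5830444B04Rik in muscle in none of the 6 (adjusted p 0.138 to 0.321). Limma-voom lost the muscle call as well (0.0591, range over 9 alternatives 7.17e-09 to 0.0591).

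In liver, Hsd3b1 (ENSMUSG00000027871, chromosome 3, 98852194 to 98859794, minus strand) rose from 1.24 ± 0.347 to 10.3 ± 1.69 CPM, 3.06 on the log2 scale (SE 0.25, adjusted p 0.00961). It belongs to a family of similar genes and its count is uncertain. In kidney Hsd3b1 went from 0.205 ± 0.0785 to 15.2 ± 14.6 CPM (log2 fold change 6.22, SE 1.52, adjusted p 0.419). The kidney groups overlapped and the gene was not called there, so a change in liver alone is not shown. The call of Hsd3b1 in liver was lost without WT replicate 2 (adjusted p 0.0614), heterozygous replicate 1 (0.101) or heterozygous replicate 2 (0.0698), and in the fit of all 30 libraries (0.277, range over 9 alternatives 2.64e-27 to 0.277). Fam19a5 (ENSMUSG00000054863, chromosome 15, 87625230 to 87759336, plus strand) stood at 1.25 ± 0.370 CPM in WT liver and at 3 counts or fewer in each heterozygous library, at least 29.1-fold lower (adjusted p 0.0264). The call of Fam19a5 in liver was lost in 4 of the 6 fits with 1 library left out, those without WT replicate 1 (adjusted p 0.121), WT replicate 3 (0.0987), heterozygous replicate 1 (0.355) or heterozygous replicate 2 (0.196), and with total-count scaling (0.0512, range over 7 alternatives 2.40e-10 to 0.0512).

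In muscle, Kcnk3 (ENSMUSG00000049265, chromosome 5, 30588170 to 30625271, plus strand, exons overlapping Gm9899) rose from 0.344 ± 0.0695 to 2.14 ± 0.185 CPM, 2.63 on the log2 scale (SE 0.23, adjusted p 0.0262). Cd151 (ENSMUSG00000025510, chromosome 7, 141467392 to 141471473, plus strand, exons overlapping Gm10575) fell from 76.6 ± 1.72 to 43.9 ± 1.48 CPM, -0.80 (SE 0.08, adjusted p 0.0334). The groups did not overlap for either gene. Both calls were lost in each of the 6 fits that left out 1 library, with adjusted p from 0.0765 to 0.169 for Kcnk3 and from 0.103 to 0.360 for Cd151. The call of Cd151 in muscle was also lost with total-count scaling (0.0848) and with limma-voom (0.0506), within a range of 1.81e-09 to 0.0848 over 9 alternatives.

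Of the 45 genes called in spleen, 36 had a mean below 1 CPM and 32 had 3 counts or fewer in every library of 1 group. In 43 of the 45, the mean level in another tissue was at least 100 times that in spleen. Kap (ENSMUSG00000032758, chromosome 6, 133849851 to 133853762, minus strand) was at 0 counts in WT spleen and 11.8 ± 4.28 CPM in heterozygous spleen, at least 323-fold higher (adjusted p 0.0237), beside a mean of 14384 CPM in kidney. Umod (ENSMUSG00000030963, chromosome 7, 119462711 to 119479282, minus strand, exons overlapping Gm44588) was at 0 counts in WT and 2.60 ± 0.889 CPM in heterozygous spleen, at least 71.0-fold higher (adjusted p 0.0318), beside 3740 CPM in kidney. Alb (ENSMUSG00000029368, chromosome 5, 90460897 to 90476602, plus strand) fell from 26.1 ± 3.78 to 0.0644 ± 0.0424 CPM, -8.65 on the log2 scale (SE 0.49, adjusted p 0.0111), beside 128529 CPM in liver. Ahsg (ENSMUSG00000022868, chromosome 16, 22892042 to 22899438, plus strand) was at 3.79 ± 0.578 CPM in WT and 0 counts in heterozygous spleen, at least 111-fold lower (adjusted p 0.0174), beside 13106 CPM in liver. Cyp2e1 (ENSMUSG00000025479, chromosome 7, 140763739 to 140774987, plus strand) fell from 2.31 ± 0.425 to 0.115 ± 0.0646 CPM, -4.35 (SE 0.48, adjusted p 0.0317), beside 5333 CPM in liver. Groups did not overlap for any of these 5 genes. Leaving out the genes at least 100 times higher in another tissue, an alternative chosen after seeing the data, left 0 called genes in spleen and 382 at an unadjusted p under 0.05. None of the 5 genes was called with the replicate number as a block, with adjusted p from 0.257 to 0.309. Without WT replicate 2, which gave the highest adjusted p of Kap (0.168), Ahsg (0.202), Umod (0.202), Alb (0.1603) and Cyp2e1 (0.240), all 5 calls were lost. Across the 6 fits with 1 library left out, Umod was called in 0, Kap, Ahsg and Cyp2e1 in 1 each, and Alb in 3, those that left out a heterozygous library.

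**Figure D4:**
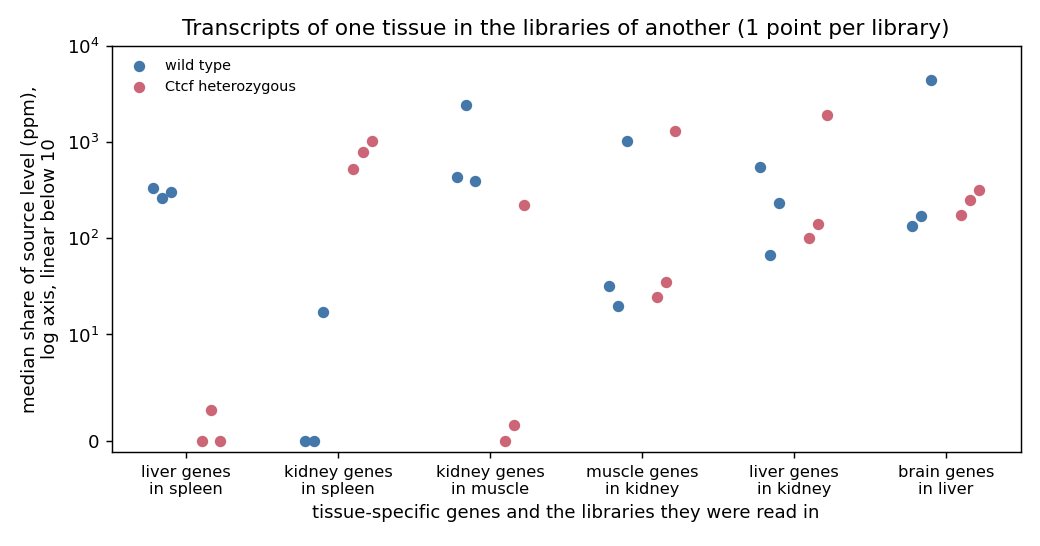
Median level of transcripts specific to 1 tissue in each library of another tissue (points, coloured by genotype), in ppm of their level in their own tissue (vertical axis, logarithmic, linear below 10), for 6 pairs of tissues (horizontal axis). Liver transcripts stand at 260 to 330 ppm in WT spleen and at 0 to 2.90 ppm in heterozygous spleen, and kidney transcripts at 0 to 17.04 ppm in WT spleen and 525 to 1029 ppm in heterozygous spleen.

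The question of tissue specificity was addressed by overlap and by a test of the difference. Over the 5 tissues 55 distinct genes were called, and 2 of them were called in the same direction in at least 2 tissues, where 0.0128 shared calls would arise if calls fell independently among genes. These were Carmil2, higher in 4 tissues, and 5830444B04Rik, lower in kidney and muscle. The mice are shared between tissues, so calls in different tissues are not independent. Counting genes called in 1 tissue that reached an unadjusted p under 0.05 in the same direction in another gave 16. DESeq2, which moved the count of 2 most, gave 32 genes called in the same direction in at least 2 tissues. Each of the 6 fits without 1 muscle library (WT or heterozygous replicate 1, 2 or 3) gave 1, and the fit without heterozygous kidney replicate 3 gave 4.

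The genotype effect differed between tissues for 184 of 24262 genes at an adjusted p under 0.05 in the interaction test, and for 1617 at an unadjusted p under 0.05. The tissue in which the effect departed most from the others was spleen for 90 of these genes, muscle for 51, liver for 20, kidney for 12 and brain for 11. Leaving out genes at least 100 times higher in 1 tissue than in another, an alternative chosen after seeing the data, moved the count most, to 7. Without heterozygous muscle replicate 1 it was 108. The test assumes 1 spread per gene for all tissues, and in simulated libraries with no gene changed it made 19 false calls among 12996 genes. Carmil2 had the smallest adjusted p, 2.15e-11. Fam19a5 followed with 2.33e-07, with log2 fold changes of -0.04 in brain, -0.12 in kidney and -0.69 in muscle beside the fall in liver. Slc8a3 (ENSMUSG00000079055, chromosome 12, 81197915 to 81333180, minus strand) had an adjusted p of 3.35e-04: it rose from 0.243 ± 0.170 to 4.18 ± 0.964 CPM in liver (log2 fold change 4.11, SE 0.52, adjusted p 0.0882 in liver alone), with 0.06 in brain and -0.20 in muscle. DESeq2, the 1-count filter, the replicate block and the fit of all 30 libraries called Slc8a3 in liver, within a range of adjusted p of 1.84e-16 to 0.127 over 8 alternatives. Without the liver libraries the interaction adjusted p was 0.460 for Fam19a5 and 1 for Slc8a3. The effect on Ctcf did not differ detectably between tissues (interaction adjusted p 1).

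An effect shared by the 5 tissues was called for 47 of 24262 genes, 40 higher and 7 lower, of which 41 had the same sign in all 5 tissues. At an unadjusted p under 0.05 there were 1433. Ctcf had the smallest p, with a shared log2 fold change of -0.63 (SE 0.06, adjusted p 4.00e-07). Mnd1 (ENSMUSG00000033752, chromosome 3, 84087933 to 84155786, minus strand) followed with 0.91 (SE 0.10, adjusted p 4.70e-06). It went from 0.655 ± 0.0563 to 1.28 ± 0.128 CPM in brain and from 6.15 ± 0.913 to 10.04 ± 0.798 CPM in liver, and its groups did not overlap in any tissue but spleen. Gsto2 (ENSMUSG00000025069, chromosome 19, 47865545 to 47886324, plus strand) was higher by 1.29 (SE 0.15, adjusted p 1.56e-05), from 3.06 ± 0.0835 to 5.43 ± 1.001 CPM in kidney, and its groups did not overlap in any of the 5 tissues. This test treats the 5 libraries of a mouse as independent. With 1 mean per mouse, taking libraries of the same genotype and number as 1 mouse, the alternative that moved the count most, 8 genes were called, 4 of them among the 47, and Mnd1 (adjusted p 0.0618) and Gsto2 (0.0674) were no longer called. Over the alternatives, 9 for Mnd1 and 8 for Gsto2, those values were the highest. Without WT kidney replicate 2, or without WT muscle replicate 3, 28 genes were called, and the fits without WT kidney replicate 3, heterozygous kidney replicate 2 or heterozygous spleen replicate 1 gave 31 each and that without WT liver replicate 1 gave 30.

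Splicing factors, whose levels would bear on intron retention, were tested as a list. Of the 115 genes, 114 were tested in brain, 109 in kidney, 105 in liver, 106 in muscle and 105 in spleen. Camera called the list in 0 tissues, with adjusted p of 0.543 in brain, 0.613 in kidney, 0.238 in liver, 0.466 in muscle and 0.0937 in spleen, where 73 of 105 members were lower. No member was called, either over all genes or adjusted over the list alone, and 0, 1, 3, 1 and 1 members reached an unadjusted p under 0.05 in brain, kidney, liver, muscle and spleen. Without heterozygous liver replicate 3 the list reached an adjusted p of 0.0108 in liver.

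Clustered protocadherin genes, whose promoters bind CTCF, were lower as a list in kidney (median log2 fold change -0.16, 26 of 40 members lower, camera adjusted p 0.00548) and in liver (-0.57, 6 of 6 lower, adjusted p 1.93e-04). In brain the camera direction was lower, although 29 of 52 members were higher, with an adjusted p of 0.895. In muscle the direction was higher, although 18 of 33 members were lower (adjusted p 0.220). In spleen the adjusted p was 0.0937 with 8 of 9 higher. The kidney call was lost in 2 of the 6 fits with 1 library left out, with the highest adjusted p (0.171) without heterozygous replicate 3. In liver the highest adjusted p (0.0167) came without WT replicate 3, the liver library with the most brain-specific transcripts (4452 ppm). Whether that trace contributes to the liver result was not tested. The list passed in muscle without WT replicate 3 (0.00360) and in spleen without WT replicate 3 (0.00411). In brain 8 members passed when adjusted over the list alone and 1 over all genes tested. The 5 with the smallest p were Pcdhgb4, Pcdhb9 (log2 fold change -0.42), Pcdhb13 (-0.86), Pcdha6 (0.82) and Pcdhgb5 (0.44). With the replicate number as a block Pcdhb13 in brain was called over all genes (adjusted p 0.0156). The direction of the brain list then reversed from lower to higher (0.966). DESeq2 called Pcdhb9, Pcdhb13 and Pcdha6 in brain over all genes. In kidney Pcdhga12 (-1.39) and Pcdhb13 (-2.07) passed when adjusted over the list alone and none over all genes. Counts of these genes are uncertain because members of a cluster share exons or close sequence.

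Imprinted genes were higher as a list in muscle, with a median log2 fold change of 0.23, 22 of 32 members higher and a camera adjusted p of 0.00365. In brain, kidney, liver and spleen the adjusted p was 0.171, 0.543, 0.543 and 0.140. The list passed in brain without heterozygous replicate 3 (0.0105) and in liver without WT replicate 3 (0.0306). Grb10 in muscle rose from 51.2 ± 5.79 to 82.2 ± 9.86 CPM (log2 fold change 0.68, SE 0.12), and passed when adjusted over the list alone (0.0190) but not over all genes (0.233). DESeq2, the 1-count filter and the replicate block called it over all genes, within a range of adjusted p of 0.00235 to 0.290 over 9 alternatives. Rian and Meg3 in spleen rose by 3.03 and 2.81 on the log2 scale (adjusted over the list alone 0.0135 for both) and did not pass over all genes (0.118 and 0.149), except with DESeq2 for both (4.07e-06 and 5.73e-04) and in the fit of all 30 libraries for Rian. Of the 15 list tests 3 were called by camera at its preset correlation, and none of these 3 held under fry or under an estimated correlation, each of which called 0 of 15.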

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

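Of the tests in this part, those of exon bases shared with Ctcf, of the rise of Carmil2 against the level of Ctcf, of carry-over from spleen and of carry-over of liver and kidney RNA into spleen, and the share of interaction calls far below their level in another tissue, were chosen only after the result was seen. The other tests were written down beforehand.

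A genotype effect that differs between tissues stands out first because of its size: 184 genes had an adjusted p under 0.05 in the interaction test. In 70.7% of them (130 of 184) the level in the tissue where the effect departed most was at 1/100 or less of the level in another tissue, against 8.45% of all genes tested. That share is what RNA or reads carried over between tissues would give, since a trace of a foreign tissue appears only in genes that are abundant there. When 30 ways of splitting the libraries within tissues were compared, 5 gave as many genes, the true grouping included, and 1 of the others gave 1186. The count of 184 is therefore within what groupings unrelated to genotype can give. Carry-over that falls on the libraries of 1 genotype may account for most of these genes. Tissue-dependent effects of Ctcf dosage stay open for the 54 genes without such a difference in level. As a set these were not separated from false calls of the test. Among them Carmil2 kept its interaction call, with an adjusted p of at most 1.19e-07 over 10 alternatives. Fam19a5, at 0.633 CPM in liver beside 121 CPM in brain, has such a difference, and a genotype effect stays open for it as well.

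Umod (interaction adjusted p 0.00354), Alb (0.0192) and Cyp2e1 (3.35e-04) stand out because their effect in spleen differs from that in the tissue where they are abundant. Effects in muscle also enter that test: -4.68 for Umod, -2.75 for Alb and 2.03 for Cyp2e1 on the log2 scale, none of them called. What follows concerns spleen only. Liver-specific transcripts as a set were higher in WT spleen, and kidney-specific transcripts in heterozygous spleen. Over 111 liver-specific genes, chosen without regard to the genotype difference in spleen, the WT spleen level followed the liver level with a Spearman rho of 0.811 across genes, and 0.204 in heterozygous spleen. Of the 111 genes 98 were higher in WT spleen, and 62 passed the filter there, of which 21 were called. The ratio of spleen to liver level had an upper quartile 2.55 times the lower. Over 59 kidney-specific genes the heterozygous spleen level followed the kidney level with a rho of 0.935, and 0.179 in WT spleen. All 59 were higher in heterozygous spleen, and 37 passed the filter, of which 7 were called. The quartiles of the ratio differed by a factor of 1.57. Genes are not independent replicates, so these correlations carry no p. A genotype effect on these genes in spleen cells would have to change them all in proportion to their level in another organ, and the narrow spread of the ratios argues against it. Liver RNA in the WT spleen samples and kidney RNA in the heterozygous ones, or reads that moved between libraries, is a candidate explanation. Whether it arose at dissection, in RNA handling or in sequencing was not tested, and the labels name no batch. Liver transcripts stood at 260 to 330 ppm in the 3 WT spleen libraries and at up to 2.90 ppm in the heterozygous ones, and kidney transcripts at 525 to 1029 ppm in the 3 heterozygous libraries and at up to 17.04 ppm in the WT ones, so handling by genotype stays open.

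Carmil2 (interaction adjusted p 2.15e-11) stands out because its fold change is small in brain and spleen, where it is abundant, and large in kidney, liver and muscle, where WT libraries hardly express it. Shared reads with Ctcf are argued against, since the annotated exons share 0 bases and the genes move in opposite directions. Carry-over from spleen is argued against as well: spleen-specific transcripts rose by at most 0.172% of what the rise of Carmil2 would need in any of 4 tissues. A segment from another strain around Ctcf would be expected to alter genes 1 to 10 Mb away. Their share with an unadjusted p under 0.05 was above the 95th percentile of 10000 random lists in 0 of 5 tissues, which does not exclude a segment that alters few genes. A broad effect on the neighbourhood was also tested, by the median absolute change of the other genes within 1 Mb. It was above that percentile in 1 of 5 tissues, spleen (0.181 against 0.171 on the log2 scale). The test did not leave out genes open to carry-over in spleen, so an effect on the neighbours within 1 Mb stays undecided. Among these neighbours Zdhhc1 (0.47 on the log2 scale) and Gm38250 (0.95), chosen after their values were seen, had a shared effect over tissues with an adjusted p under 0.05, so a local effect of the altered Ctcf allele on Carmil2 and its neighbours stays open. Carmil2 begins 3351 bp downstream of Ctcf on the same strand, so transcription that continues from the altered allele into Carmil2 could give such a rise, which would then follow the level of Ctcf. Over the 5 tissues the rise in CPM followed the WT level of Ctcf with a Spearman rho of 0.9 (exact p 0.0833). It was 51.8% to 97.1% of that level. The rise also followed the WT level of Carmil2 itself, with a Spearman rho of 1 (exact p 0.0167). As a share of the Carmil2 level it ran from 77.1% in spleen to 20099% in muscle. These sizes argue against a rise in proportion to the WT level of Carmil2. They do not favour continued transcription, since the WT level of Ctcf comes from both alleles and only the altered allele could feed the rise. In each of the 5 tissues the rise was larger than the fall of Ctcf. In brain it was 66.8 CPM, where Ctcf fell from 68.8 to 42.7 CPM. CPM are not scaled for transcript length, so sizes of different genes compare only roughly. Neither the sizes nor the ranks over 5 tissues decide, and continued transcription from the altered allele stays open. A selection cassette in that allele was not tested. A response of Carmil2 to lower CTCF protein is the biological explanation that the design offers, and it is open too. Carmil2 may therefore report on the allele and not on Ctcf dosage.

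The gene model 5830444B04Rik (interaction adjusted p 0.0143) stands out because its fall differs in size between tissues, from -5.96 on the log2 scale in kidney, -3.21 in spleen and -2.89 in muscle to -0.40 in brain. It also had a shared effect over tissues (-2.98, adjusted p 9.11e-04). A difference in C57BL/6 substrain between the genotypes was tested with Nnt, which is partly deleted in one substrain: its adjusted p in the fit of all 30 libraries was 0.415, with a log2 fold change of -0.22, so no difference was detected, which does not exclude one. A segment from another strain around 5830444B04Rik was tested by the share of genes within 5 Mb with an unadjusted p under 0.05. That share was 7.32%, between the median (5.69%) and the 95th percentile (9.76%) of random lists, which neither shows nor excludes such a segment. From these values a strain difference and an effect of genotype cannot be told apart. A variant in the gene itself and an effect of Ctcf dosage stay open and were not tested.

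Cd151 (0.0155), Exd1 (9.97e-04), Fam19a5 (2.33e-07), Kcnk3 (0.0323) and Slc8a3 (3.35e-04) also had an adjusted p under 0.05 in the interaction test. Exd1 was chosen after its values were seen. Its rise was largest in spleen, from 0.150 ± 0.0197 to 1.28 ± 0.364 CPM (log2 fold change 3.08), beside 1.64 in kidney, 0.87 in brain, 0.35 in liver and 0.34 in muscle. The groups did not overlap in spleen, kidney and brain, but it was not called in kidney (adjusted p 0.107) or brain (0.308). The Exd1 effect shared by tissues was 1.15 (adjusted p 0.00907), and 2 of 9 alternatives lost that call, those without the brain libraries (0.0817) or the kidney libraries (0.188). The fit without the spleen libraries kept it (0.78, adjusted p 0.0350), which argues against a change in spleen alone. Fam19a5 and Slc8a3 depart in liver and Kcnk3 in muscle, where their levels are low. In heterozygous liver, muscle-specific transcripts stood at 4.52 to 7.82 ppm of their level in muscle and brain-specific transcripts at 176 to 315 ppm of theirs. Slc8a3 stood there at 4.18 CPM, beside 39.96 CPM in muscle and 34.9 CPM in brain, a far larger share. In heterozygous muscle, brain-specific transcripts stood at 49.96 to 85.2 ppm, and Kcnk3 at 2.14 CPM beside 26.1 CPM in brain. Those levels argue against carry-over from these tissues as the whole of the rise of Slc8a3 and Kcnk3. In WT liver, brain-specific transcripts stood at 134 to 4452 ppm, with a median of 171 ppm. Fam19a5 stood there at 1.25 ± 0.370 CPM beside 121 CPM in brain, a larger share. That argues against carry-over from brain as the whole of the Fam19a5 level in WT liver. For Cd151, which fell in muscle by 0.80 and elsewhere by 0.11 or less or not at all, no technical explanation was tested. A genotype effect in 1 tissue stays open for Cd151, Fam19a5, Kcnk3 and Slc8a3 and was not tested beyond the interaction.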

How the results depend on the processing

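Alternatives that leave out genes at least 100 times higher in another tissue, and the voom fit of the interaction with 1 weight per tissue, were chosen after seeing the data. Both alternatives for retained introns (a filter on low counts and leaving out libraries) were not run, since the counts hold no introns. Except where a construction is named, the cause of a change was not tested.

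The number of called genes per tissue was the least stable result. In the order brain, kidney, liver, muscle and spleen, where the counts were 3, 4, 3, 4 and 45, DESeq2 gave 27, 182, 68, 185 and 188. Keeping each gene with at least 1 count gave 6, 45, 16, 66 and 74. One fit of all 30 libraries gave 1, 13, 37, 229 and 250. Requiring 10 counts in every library gave 2 in kidney and 0 in spleen (430 at an unadjusted p under 0.05), where it removes the genes absent from 1 group. Limma-voom gave 2 in muscle and 97 in spleen. Leaving out genes at least 100 times higher elsewhere gave 7 in kidney and 0 in spleen (382 at an unadjusted p under 0.05): it removed 43 of the 45 called genes, and the other 2 were tested and lost their calls. Across the 6 fits per tissue that each left out 1 library the counts went from 0 to 1 in brain, 3 to 56 in kidney, 1 to 17 in liver, 1 to 2 in muscle and 0 to 29 in spleen. Leaving out a library also leaves fewer samples in the test.

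The replicate number as a block gave 22 called genes in brain, 21 in kidney, 7 in liver, 118 in muscle and 0 in spleen (517 at an unadjusted p under 0.05). In liver, muscle and spleen at least 1 of the 3 same-numbered pairs of WT and heterozygous libraries had r below 0.1. The r were 0.0512, 0.118 and 0.277 in liver and -0.472, -0.227 and 0.475 in spleen. In muscle they were 0.0829, 0.183 and 0.271, near the 0.209, 0.190 and 0.212 of kidney. The cut of 0.1 thus does not separate muscle clearly from kidney. In brain and kidney the block gained the calls of Ctcf in kidney and Pcdhb13 in brain, reversed the direction of the protocadherin list in brain and changed no other call of the report. In simulated brain libraries with 200 genes changed, false calls made up 17.1% of the calls with the block and 10.8% without it.

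Ctcf was lower under each of the 9 alternatives in each tissue. Its log2 fold change of -0.69 in brain became -0.62 in the fit of all 30 libraries, which lost the call (adjusted p 1). Ctcf in kidney was called by DESeq2 (-0.71, adjusted p 9.78e-07), with the 1-count filter (-0.71, 0.0119) and with the replicate block (-0.71, 0.0440). It was also called in muscle by DESeq2 (-0.58, 0.00724) and in spleen by the fit of all 30 libraries (-0.63, 0.0219). With 1 library left out it ranged from -0.72 to -0.65 in brain, where all 6 fits lost the call, and from -0.76 to -0.63 in kidney, where the fit without heterozygous replicate 3 gained it.

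The 2 genes called the same way in several tissues became 16 with an unadjusted p in the second tissue, 32 with DESeq2, 1 with limma-voom, 1 with 10 counts in every library and 4 with the replicate block, and went from 1 to 4 with 1 library left out. The 184 genes of the interaction became 300 with 1 weight per tissue, 7 without genes at least 100 times higher in 1 tissue, 26 with 10 counts in every library, 121 without brain and 37 without spleen, and went from 108 to 223 with 1 library left out. The mouse as a block gave 163. The 47 genes with a shared effect became 8 with 1 mean per mouse, 23 without brain, 16 without kidney, 15 without liver and 18 without muscle, where fewer samples enter, and went from 28 to 55 with 1 library left out. The mouse as a random effect gave 67, of which 37 were among the 47, at a correlation within mice of 0.0238.

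The 3 calls of gene lists were lost under both other tests. Protocadherins in kidney had an adjusted p of 0.208 with fry and 0.392 with an estimated correlation, those in liver 0.204 and 0.276, and imprinted genes in muscle 0.208 and 0.392. Both tests allow for correlation between members. The direction of protocadherins in brain reversed from lower to higher with fry (0.844) and with the replicate block (0.966). With 1 library left out the adjusted p of protocadherins ranged from 0.0653 to 0.695 in brain, 9.65e-05 to 0.171 in kidney, 0.00360 to 0.651 in muscle and 0.00411 to 0.895 in spleen. That of imprinted genes ranged from 0.0105 to 0.869 in brain and 0.0306 to 0.977 in liver. That of splicing factors ranged from 0.0976 to 0.640 in brain, 0.424 to 0.895 in kidney and 0.0108 to 0.896 in liver. The direction of a list reversed in 10 tests with 1 library left out. Among these were protocadherins in brain (3 of 6 fits) and splicing factors in brain (2) and kidney (2). The first principal component of all libraries held 35.8% of the variance over all genes.

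Of the single genes, without the values of Ctcf per tissue given above, in the alternatives other than leaving out a library, 291 values stayed on their side of the threshold, 20 lost a call and 18 gained one, and none changed direction. Carmil2 kept its calls in brain, kidney, liver and muscle under each of these in which it was tested (in muscle the filter of 10 counts in every library removes it), and Epdr1 its call in kidney. With 1 library left out 387 of these single-gene values stayed and 63 lost a call. Depth limits the low end: genes under about 0.0602 CPM cannot be told from absent in the shallowest library.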

Other observations

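Of the tests in this part, the count of neighbouring pairs away from Ctcf was chosen only after the result was seen, and the values of sex-linked genes and of tissue-specific transcripts were looked up without a prior plan.

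In each tissue the 6 libraries can be split 3 against 3 in 10 ways, and 1 of the 10 splits, the true one, gave as many called genes in brain, in kidney, in liver, in muscle and in spleen. The highest count of another split was 1 in brain and liver and 0 in kidney, muscle and spleen. With 10 splits the share cannot fall below 0.1, so true and accidental groupings cannot be told apart by this count. In brain and kidney all 3 same-numbered pairs had r above 0.1. There 4 of the 10 splits part all 3 pairs, and 1 of these gave as many. The other 6 splits part 1 pair each. For the effect shared by tissues, 1 of 50 splits drawn within tissues, the true one, gave as many genes. The highest other count was 11, which argues against an accidental split of libraries within tissues. Splitting whole mice, with libraries of the same genotype and number taken as 1 mouse, 1 of 10 gave as many and the highest other count was 20. Whether the 47 genes come from genotype or from the particular mice cannot be told apart with 3 mice per genotype.

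The 47 genes with a shared effect lay closer together than random lists of 47 tested genes. They formed 17 pairs within 5 Mb, above the 95th percentile of 11 in 10000 random lists. Away from Ctcf, 43 genes formed 11 pairs against a 95th percentile of 9. The 4 genes near Ctcf, chosen after their values were seen, are Zdhhc1, Gm38250, Ctcf and Carmil2. Segments from another strain that differ between the genotypes may contribute, as the count of 17 is what they would give. Some of the other pairs are neighbouring members of a gene family, such as Apol9a and Apol9b, Ifit3 and Ifit3b, or H2-Q4 and H2-Q7 (these genes, too, were chosen after their values were seen), whose members can also respond together or share reads, and these readings were not separated. Ifih1 and Oas2, also chosen after their values were seen, are, like the Ifit3 genes, known to respond to interferon. No biological explanation of that group was tested.

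Traces of other tissues appeared beyond spleen. As a share (ppm) of the level in their own tissue, kidney-specific transcripts stood at 395 to 2429 ppm in WT muscle and at 0 to 223 ppm in heterozygous muscle. Muscle-specific transcripts reached 1023 ppm in WT kidney and 1293 ppm in heterozygous kidney, both in replicate 3, beside medians of 32.2 and 35.3 ppm. Liver-specific transcripts reached 1934 ppm in heterozygous kidney (median 140 ppm), brain-specific transcripts 4452 ppm in WT liver (median 171 ppm) and spleen-specific transcripts 2397 ppm in WT kidney (median 445 ppm).

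Xist was expressed in each of the 30 libraries, from 63.0 CPM in heterozygous muscle replicate 2 to 1320 CPM in heterozygous spleen replicate 3. The Y-linked gene Ddx3y had 5, 8 and 3 counts in the WT spleen libraries of replicates 1, 2 and 3 and 0 counts in each of the other 27 libraries.

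Libraries of the same genotype and number resembled each other little across tissues. The mean correlation of their deviations from the group means over 11767 genes was 0.0618, with 26 of 60 pairs above 0.1. Whether a number stands for the same mouse in every tissue is not stated in the labels.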
